A study of Homo sapiens with 2 samples. Its data were reported in "Epigenomic analysis identifies DTP subpopulation using HOPX to develop targeted therapy resistance in lung adenocarcinoma" (2025).

How the data were processed

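The series holds 1 pooled single-cell run, listed as 2 samples, a gene expression library and the library of its hashtags, with 5 hashed populations of PC9 and NCI-H358 cells. The deposited matrix gives raw counts, as UMIs per gene and barcode, without normalization. Per the file headers and the submitters' processing notes, it was made with Cell Ranger 7.1.0 on hg38, and the authors' filter on barcodes and their use of intronic reads are not stated. Its 36601 rows are all genes, and 0 of them carry a hashtag name or 1 of the 5 hashtag sequences of 13 bases, so the hashtag list gave no population for any barcode and hashtag counts were not used here. The 20 rows with a repeated gene symbol were kept under their own identifiers. No cell was given a labelled population from its cluster or its marker levels.

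The comparisons planned before the data were examined set treated against untreated populations after demultiplexing of hashtags, and none of them was run. In their place, blocks of cells found in the matrix were compared, by the planned measures, lists and rule for named genes. The limits on cells, the gene lists, the pseudocount, the settings of the clustering within blocks, the thinning and the alternatives in scaling, filters and resolution were fixed before the data were examined. The grouping into blocks, its resolution, the pairing, the limits for mixed barcodes, the orientation of the contrasts and the choice of ERK output, G2/M, MHC class I, lysosome and glycolysis genes as leading lists were made afterwards.

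Barcodes with at least 1000 detected genes and at most 20% mitochondrial UMIs were kept, which left 8540 and removed 208, with 165 below the limit on genes and 159 above that on mitochondrial share. Scrublet in scanpy 1.11.5 called 635 doublets (7.44%) at a threshold of 0.145, which were left out. The plan had kept doublets within a population because hashtags would have removed the others. The remaining cells were normalized to 10000 UMIs and log transformed, and 2000 variable genes, without the 536 genes of all lists and without mitochondrial and ribosomal protein genes, gave 30 principal components and a graph of 15 neighbours, with fixed random states. Leiden clustering at resolution 0.02 gave 4 blocks. They were paired by markers fixed in advance as a check of the lines, EGFR among them, into A (4975 cells) and B (2930 cells). Pairing by average linkage of the block centroids was tried first and set 3 blocks against 1 (6528 and 1377 cells), and arms of a tree of finer clusters, tried before that, placed 71.2% of cells as the final blocks do. A barcode was called mixed when its score on 50 genes specific to each pair lay between 0.25 and 0.75, which held for 575 barcodes, 353 of them also called by Scrublet. With these and with barcodes whose score was that of the other pair, 227 more barcodes were left out after Scrublet, and 7678 cells with 307668464 UMIs remained. Within each block, Leiden clustering at resolution 0.8 with the same settings gave 10 clusters in A1, 8 in A2, 10 in B1 and 7 in B2, which are named by number. A cluster was called cycling-like only from 6 fixed markers (MKI67, TOP2A, CDK1, UBE2C, CENPF and BIRC5).

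UMIs were summed per block or cluster and scaled to CPM of the total. Contrasts are log2 ratios of (CPM + 5) for genes at 5 CPM or more in at least 1 of the blocks compared. Exact Poisson intervals (95%) were given for levels and exact Clopper-Pearson intervals for shares of cells. With 1 sample there was no test, and no p-value was made from cells. For each of 37 gene lists, the median ratio over measured members was given with a bootstrap interval over members and a percentile among 10000 random lists matched on size and mean expression. The named genes were the 12 highest and 12 lowest ratios among genes at 50 CPM or more, without mitochondrial and ribosomal protein genes and loci named by clone, up to 4 members with the largest absolute ratio in each list described, and always, among others, HOPX, NKX2-1, CLDN18, AGER, the histone methyltransferases, FOS, JUN, REL, RELA, YAP1, TEAD1, TEAD2 and TEAD3. Genes of the clusters named outside this rule were chosen after their values were seen. Cell cycle shares count cells with an S or G2/M score above 0 after thinning to 5000 UMIs (seed 1), and shares of cells with a HOPX or NKX2-1 UMI were taken at the same depth and unthinned. Gene positions are from GENCODE 44 on hg38.

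Of the steps, the contrast of 2 summed blocks and the call of mixed barcodes were tested on simulated data. With known ratios of 0.25, 0.5, 2 and 4 put into 50 genes each, all 50 had the right direction in each set, the intervals held the true ratio in 46, 50, 49 and 45 genes, and 0 of 2812 unchanged genes reached 2-fold. Of 500 sums of a cell from each pair, 387 (77.4%) were called mixed, so some mixed barcodes stay among the cells kept. Alternatives were TMM factors from edgeR 4.0.16, a total without mitochondrial and ribosomal protein genes, a pseudocount of 1, no filter or 20 CPM for genes, no limits on cells or 10% mitochondrial UMIs, means of CPM per cell, cells with scores at or below 0, thinning to 5000 or 2500 UMIs, resolution 0.4, listed genes kept and cell cycle scores regressed out. Those on Scrublet calls, mixed barcodes, the coarse resolution and clusters of high UMI counts were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 were used.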

Results

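RNA was measured by droplet-based 3′ single-cell sequencing (10x Genomics) in 1 pooled run of 5 cell populations, each tagged with a barcoded antibody (a hashtag) before pooling. The populations were untreated PC9 cells, PC9 cells kept in 150 nM osimertinib, an inhibitor of mutant EGFR, for 4 or for 11 days, untreated NCI-H358 cells, and NCI-H358 cells kept in 500 nM sotorasib for 8 days. PC9 and NCI-H358 are human lung adenocarcinoma lines, and the drugs were given to bring cells into a drug-tolerant persister state. The study used the run to ask how persister cells differ from untreated cells and how far the persister cells differ among themselves. The matrix held 361434462 unique molecular identifiers (UMIs) over 8748 barcodes and 36601 genes, with a median of 37077.5 UMIs and 6318 detected genes per barcode. None of its rows is a hashtag, so no barcode was given a population, and the planned comparisons of treated with untreated cells were not made here. The matrix was therefore read as 1 sample without replicates. Every comparison below is between blocks or clusters of cells found in that sample, with values but no tests, and no block or cluster was given a line name, a drug or a day. Levels are in CPM, the UMIs summed over the cells of a block or cluster and scaled to the same total, and the 95% intervals cover counting error only.

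The 7678 cells kept fell into 4 blocks, which were arranged in 2 pairs by marker genes, EGFR (ENSG00000146648, chromosome 7, 55019017 to 55211628) among them. EGFR, the receptor of epidermal growth factor, was higher in the A pair, with 377 CPM in A1 and 538 CPM in A2 against 37.3 CPM in B1 and 45.2 CPM in B2. The division depends on the settings, since at the same resolution 2 blocks were found with doublet calls kept or with cell cycle scores regressed out, and 3 without limits on cells. At coarse resolution 0.1, 4 blocks were found again with doublet calls kept, with 98.8% of shared cells in the same block. With cell cycle scores regressed out it was 98.0%, but without limits on cells the 4 blocks were not found there either. The blocks differed in depth, with medians of 31554.5 UMIs over 3074 cells in A1, 53443 over 1689 cells in A2, 44854 over 1541 cells in B1 and 15075.5 over 1374 cells in B2. They also differed in median mitochondrial share, with 3.15% in A1 and 7.71% in A2 against 4.78% in B1 and 5.17% in B2, and the cause was not tested. Within each pair the shallower block was set against the deeper, A1 minus A2 and B2 minus B1, and this orientation was chosen after the data were seen. The median log2 ratio over all measured genes was 0.07 for A1 minus A2 over 10797 genes and 0.27 for B2 minus B1 over 11372 genes, and with TMM factors it was -0.14 and -0.06. Lists were therefore also placed among 10000 random gene lists of the same size and expression, which share any shift common to all genes. Whether that place moves with the scaling was not tested. The genes of the fixed lists took no part in the clustering, but other genes tied to them did, such as the cell cycle genes PLK1, KIF20A and ASPM, so list medians and their place among random lists are not independent of how the blocks were made, those of S phase and G2/M genes least of all.

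The comparison of A1 with A2 shows how the blocks of the A pair differ in signalling, growth and metabolism. Genes that ERK signalling induces were lower in A1, with a median log2 ratio of -1.02 over 16 genes (bootstrap interval over members -1.55 to -0.39), below all 10000 random lists, and 8 of the 16 ratios were 2-fold or more towards A2. DUSP6 (ENSG00000139318, chromosome 12, 89347235 to 89352501), a phosphatase that ERK induces and that acts back on ERK, stood at 4.45 CPM (95% interval 4.06 to 4.86) in A1 and 48.2 CPM (95% interval 46.8 to 49.6) in A2. Part of the A1 level came from A1 cluster 10, which also carried genes of the B pair and had 23.97 CPM, while the cycling and non-cycling A1 clusters without it had 2.45 and 2.13 CPM. The log2 ratios were -2.19 for PHLDA1 and -2.14 for ETV4, both known to be transcribed downstream of ERK. EPHA4, an ephrin receptor on the same list, went the other way at 2.00. FOSL1, an AP-1 subunit that ERK induces, stood at 19.4 CPM in A1 and 112 CPM in A2. Other AP-1 subunits were higher in A1, with log2 ratios of 1.75 for JUND, 1.40 for JUNB and 1.34 for ATF3. JUN had a ratio of -0.75 and FOS one of 0.13, the latter from -0.31 to 0.28 over the alternatives. ATF3 was uneven within A1, at 100 CPM in cluster 9 and 9.45 CPM in the rest of A1, against 2.96 CPM in A2. IRS1, the adaptor of the insulin receptor, was lower in A1 as well, with a log2 ratio of -2.19, and so was HMGA2, a chromatin protein of growing cells, with -2.81. MGP, FILIP1L, CLIC3, NEDD9, DAB2 and TFPI2, among the highest in A1, and ITGA6, KRT6B, IL1RL1, S100A9, ANO1 and EFNB2, among the highest in A2, were used in the clustering and serve only to identify the blocks.

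Genes of proliferation and glycolysis were lower in A1 as well, with list medians below all random lists. All 54 genes of the G2/M list were measured, with a median log2 ratio of -1.01 (-1.09 to -0.90), and 27 of them were lower in A1 by 2-fold or more. MKI67, the gene of the Ki-67 proliferation antigen, stood at 72.6 CPM in A1 and 219 CPM in A2, and CDC20, which drives the exit from mitosis, at 47.2 and 152 CPM. The S phase list had a median of -0.78 over 43 genes, led by CDCA7 at -1.56 and RRM2, a subunit of ribonucleotide reductase, at -1.23. The 14 glycolysis genes had a median of -0.83 (-0.96 to -0.58), with -1.45 for enolase ENO1 and -1.07 for LDHA, which turns pyruvate into lactate. Heat shock genes were lower too, with a median of -0.57 at percentile 1.62, and -1.45 for the mitochondrial chaperone HSPD1. CDKN2B, which encodes the cell cycle inhibitor p15, was higher in A1, with 78.5 CPM in A1 and 6.01 CPM in A2, while CDKN1A, which encodes p21, had a log2 ratio of 0.79. Over the alternatives the medians in A1 minus A2 ran from -1.26 to -0.92 for ERK output genes, -1.25 to -0.91 for G2/M, -1.34 to -0.71 for S phase, -1.10 to -0.73 for glycolysis and -0.83 to -0.51 for heat shock genes.

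Genes of antigen presentation, innate defence and the lysosome were higher in A1, with each list median of this group above all random lists. The 9 measured MHC class I genes had a median log2 ratio of 2.12 (1.51 to 2.54), and 8 were higher by 2-fold or more. HLA-B, a heavy chain of MHC class I, stood at 487 CPM in A1 and 10.2 CPM in A2, and B2M, the light chain, at 1337 and 241 CPM. Interferon response genes had a median of 1.37 over 18 measured genes, with 4.06 for IFI6 and 3.53 for IFITM3. Among 7 measured complement and acute phase genes the median was 2.21, with 3.57 for the acute phase protein gene SAA1 and 2.47 for complement factor B. The membrane mucin genes MUC20, MUC16 and MUC1 had log2 ratios of 3.65, 2.33 and 2.30, in a list with a median of 1.47. Lysosome and autophagy genes had a median of 1.02 (0.59 to 1.42), with 9 of 18 higher by 2-fold or more. GABARAPL1, of the protein family that coats autophagosomes, stood at 199.97 CPM in A1 and 6.56 CPM in A2, and PSAP, the precursor of the lysosomal saposins, at 685 and 108 CPM. Over the alternatives the medians ran from 1.84 to 2.29 for MHC class I and 0.94 to 2.33 for interferon response genes. That of lysosome genes ran from 0.77 to 1.12. The medians of the shorter mucin and complement lists varied widely, from 0.38 to 2.79 and from 0.81 to 3.97.

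Target genes of YAP/TEAD and of NF-kB were higher in A1 as groups. The 20 measured YAP/TEAD targets had a median log2 ratio of 1.12 (0.66 to 1.47), above all random lists, and 11 were higher by 2-fold or more. IGFBP3, which binds insulin-like growth factors, stood at 1601 CPM in A1 and 38.5 CPM in A2, CCDC80 at 1091 and 39.9 CPM and ANKRD1 at 127 and 8.89 CPM. ANKRD1 was uneven within A1, at 592 CPM in cluster 5, 65.6 CPM in the rest of A1 and 1.11 CPM in cluster 1. The factors themselves did not share a direction, with log2 ratios of 0.96 for TEAD1, 1.03 for TEAD2, 0.45 for TEAD3, -0.56 for TEAD4, -0.18 for YAP1 and -0.81 for WWTR1, the gene of TAZ. The NF-kB subunit genes REL and RELA had ratios of 0.60 and 0.18, the latter from -0.05 to 0.35 over the alternatives. The 13 measured NF-kB targets had a median of 1.00 (0.58 to 1.53) at percentile 99.99, with 4.67 for the cytokine gene IL32, 3.66 for the adhesion molecule ICAM1 and 2.49 for the apoptosis inhibitor BIRC3. FN1, the gene of fibronectin, stood at 813 CPM in A1 and 18.7 CPM in A2. The transcription factor list of Grainyhead and GATA genes had a median of 1.05, with 1.73 for GATA2 and 1.20 for GATA3. These medians ran from 0.90 to 1.46 for YAP/TEAD targets, 0.56 to 1.38 for NF-kB targets and 0.95 to 1.37 for Grainyhead and GATA genes over the alternatives.

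Alveolar and chromatin genes differed less evenly between A1 and A2. Alveolar type 1 genes had a median log2 ratio of 1.11 over 8 measured genes, at percentile 99.9, led by LMO7 at 2.52 and RTKN2 at 1.95. HOPX (ENSG00000171476, chromosome 4, 56647989 to 56681877), a homeodomain protein of alveolar type 1 cells, stood at 5.37 CPM (95% interval 4.95 to 5.82) in A1 and 0.622 CPM (95% interval 0.475 to 0.798) in A2, and NKX2-1 (ENSG00000136352, chromosome 14, 36516392 to 36521149), the lineage factor of the lung, at 2.19 and 0.774 CPM. Without a cluster of high UMI counts, which also carried genes of the B pair, HOPX in A1 stood at 4.54 CPM and NKX2-1 at 1.34 CPM. The log2 ratio of HOPX was 0.88, from 0.48 to 1.97 over the alternatives. The NKX2-1 ratio of 0.32 ran from -0.06 to 0.85 over the alternatives, so the direction of NKX2-1 is left open. Of the histone methyltransferases, EZH2, which methylates H3K27, had a log2 ratio of -0.80 and EZH1 of 0.58, and the H3K9 genes SUV39H1, SUV39H2, EHMT1 and EHMT2 ratios of -0.59, -0.64, -0.16 and -0.26, while SETDB1, which methylates H3K9, stood at 14.4 and 12.2 CPM, a ratio of 0.18 that ran from -0.02 to 0.39 over the alternatives. KDM5B, an H3K4 demethylase, had a ratio of 1.23, while KDM1A, another histone demethylase, had one of -0.65. Across the alternatives the median of the alveolar type 1 genes varied widely, from 0.15 to 2.01.

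In the comparison of B2 with B1, the ERK output genes were again lower in the shallower block. Their median log2 ratio was -1.07 (-2.05 to -0.75) over 16 genes, below all random lists and from -1.69 to -1.02 over the alternatives, and 8 were lower by 2-fold or more. DUSP6 stood at 6.70 CPM (95% interval 5.73 to 7.79) in B2 and 86.7 CPM (95% interval 84.6 to 88.8) in B1. PHLDA1 had a log2 ratio of -3.39, the immediate early gene IER3 one of -3.35 and ETV5, an ETS factor downstream of ERK, one of -2.41. FOSL1 stood at 3.25 CPM in B2 and 70.4 CPM in B1. MMP7, CEACAM6, CYP1A1, MUC15, CEACAM5, C15orf48, GPNMB, FCGR2A and MAF, among the highest in B2, and SPANXC, SPANXB1, FGFBP1, AREG, CDA, FABP5 and TNC, among the highest in B1, were used in the clustering and serve only to identify the blocks. G2/M genes had a median of -1.01 (-1.12 to -0.89), with 28 of 54 lower by 2-fold or more, among them UBE2C, a ubiquitin-conjugating enzyme of mitosis, at 86.3 and 337 CPM. S phase genes had a median of -0.91, also below all random lists and from -1.86 to -0.69 over the alternatives, with -1.75 for the replication factor GINS2. The G2/M median was -0.56 among cells with S and G2/M scores at or below 0 and -2.79 without the clusters of high UMI counts, which hold the cycling cluster of B2. CDKN1A was higher in B2, with 113 CPM in B2 and 36.7 CPM in B1.

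Metabolic and lysosomal genes also set B2 apart from B1. The 14 glycolysis genes had a median log2 ratio of -1.38 (-1.65 to -0.84), below all random lists, and 9 were lower in B2 by 2-fold or more. LDHA stood at 112 CPM in B2 and 768 CPM in B1, and the log2 ratios were -1.97 for ENO1, -1.89 for phosphoglycerate kinase PGK1 and -1.65 for GAPDH. Lysosome and autophagy genes had a median of 1.24 (0.83 to 1.76), above all random lists, with 12 of 20 higher in B2 by 2-fold or more. The cysteine protease gene CTSS stood at 204 CPM in B2 and 6.20 CPM in B1, PSAP at 678 and 118 CPM and GRN, the precursor of the granulins, at 253 and 44.5 CPM. Antioxidant and aldehyde detoxification genes had a median of 0.69 at percentile 99.9, led by AKR1C3, an aldo-keto reductase, at 1.61 and the aldehyde dehydrogenase ALDH1A3 at 1.48. In A1 minus A2 that list had a median of -0.21, and the difference between the pairs was not tested. Over the alternatives the medians in B2 minus B1 ran from -1.77 to -1.29 for glycolysis, 0.90 to 1.33 for lysosome and 0.26 to 0.74 for antioxidant genes, and that of antioxidant genes in A1 minus A2 from -0.50 to -0.15.

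HOPX and NKX2-1 were both higher in B2 than in B1. HOPX stood at 207 CPM (95% interval 202 to 213) in B2 and 9.72 CPM (95% interval 9.02 to 10.4) in B1, a log2 ratio of 3.85, and NKX2-1 at 219.5 CPM (95% interval 214 to 225) and 70.2 CPM (95% interval 68.3 to 72.1), a log2 ratio of 1.58. CLIC5, a further alveolar type 1 gene, stood at 53.2 CPM in B2 and 1.16 CPM in B1, and SFTA3, a lung gene next to NKX2-1, at 189 and 32.8 CPM. Another alveolar type 1 gene, CAV1, was lower in B2, with 294 CPM in B2 and 398 CPM in B1. FOXA2, a factor of foregut endoderm, was lower in B2, with 9.91 CPM in B2 and 96.4 CPM in B1. AGER, a marker of alveolar type 1 cells, was at or below 1.83 CPM in each block, and CLDN18, a lung claudin gene, at or below 0.0915 CPM. MHC class I genes had a median of 1.36 (0.78 to 1.87), with B2M at 1888 and 616 CPM, and interferon response genes one of 0.69 at percentile 99.8, with 1.74 for MX1, and over the alternatives these medians ran from 0.96 to 1.61 and 0.34 to 0.79. The receptor genes ERBB2 and ERBB3 had log2 ratios of 3.35 and 2.02, against -1.58 for MET and -1.28 for IRS1. BMF, a pro-apoptotic member of the BCL2 family, stood at 60.9 CPM in B2 and 2.24 CPM in B1.

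Epithelial identity genes divided within their lists. KRT18 and KRT8, the keratins of simple epithelia, were lower in B2, with log2 ratios of -2.11 and -1.35, while the junction genes OCLN and CLDN3 had ratios of 2.40 and 2.25. S100A2, a gene of basal and squamous cells, stood at 68.6 CPM in B2 and 2519 CPM in B1, and TP63, the basal cell factor, at 2.81 and 25.03 CPM. KRT15 and SOX2, on the same list, went the other way, with ratios of 1.30 and 0.29. That of SOX2 ran from -0.07 to 0.58 over the alternatives. GRHL1 and GRHL3, of the Grainyhead family that acts on epithelial junction genes, had ratios of 2.61 and 2.23. Of the mesenchymal genes, FN1 had a ratio of 2.38, against -2.65 for N-cadherin gene CDH2. The lower SPARC and TAGLN in B2, with ratios of -2.66 and -2.20, came from the 70 cells of B1 cluster 10, since the rest of B1 had 3.54 and 1.06 CPM and B2 had 3.13 and 1.55 CPM. YAP/TEAD targets had a median of 0.22, at percentile 30.1 of random lists and from -0.19 to 0.34 over the alternatives, and NF-kB targets one of 0.31, at percentile 41.6 and from 0.11 to 0.49 over the alternatives. The NF-kB subunit gene REL had a ratio of 1.10 and RELA one of 0.71, with 0.88 for YAP1, 0.76 for TEAD3, 0.02 for TEAD2, -0.90 for WWTR1 and 0.81 for FOS. EZH2 had a ratio of -0.93, EZH1 of 0.92 and SETDB1 of 0.52, with -0.66 for SUV39H1, -0.57 for SUV39H2, 0.45 for EHMT1 and 0.15 for EHMT2. The ratios of TEAD1 and JUN, 0.18 and 0.33, had the other sign with TMM factors, at -0.19 and -0.07, as had those of TEAD2 and EHMT2, at -0.33 and -0.22.

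**Figure D1:**
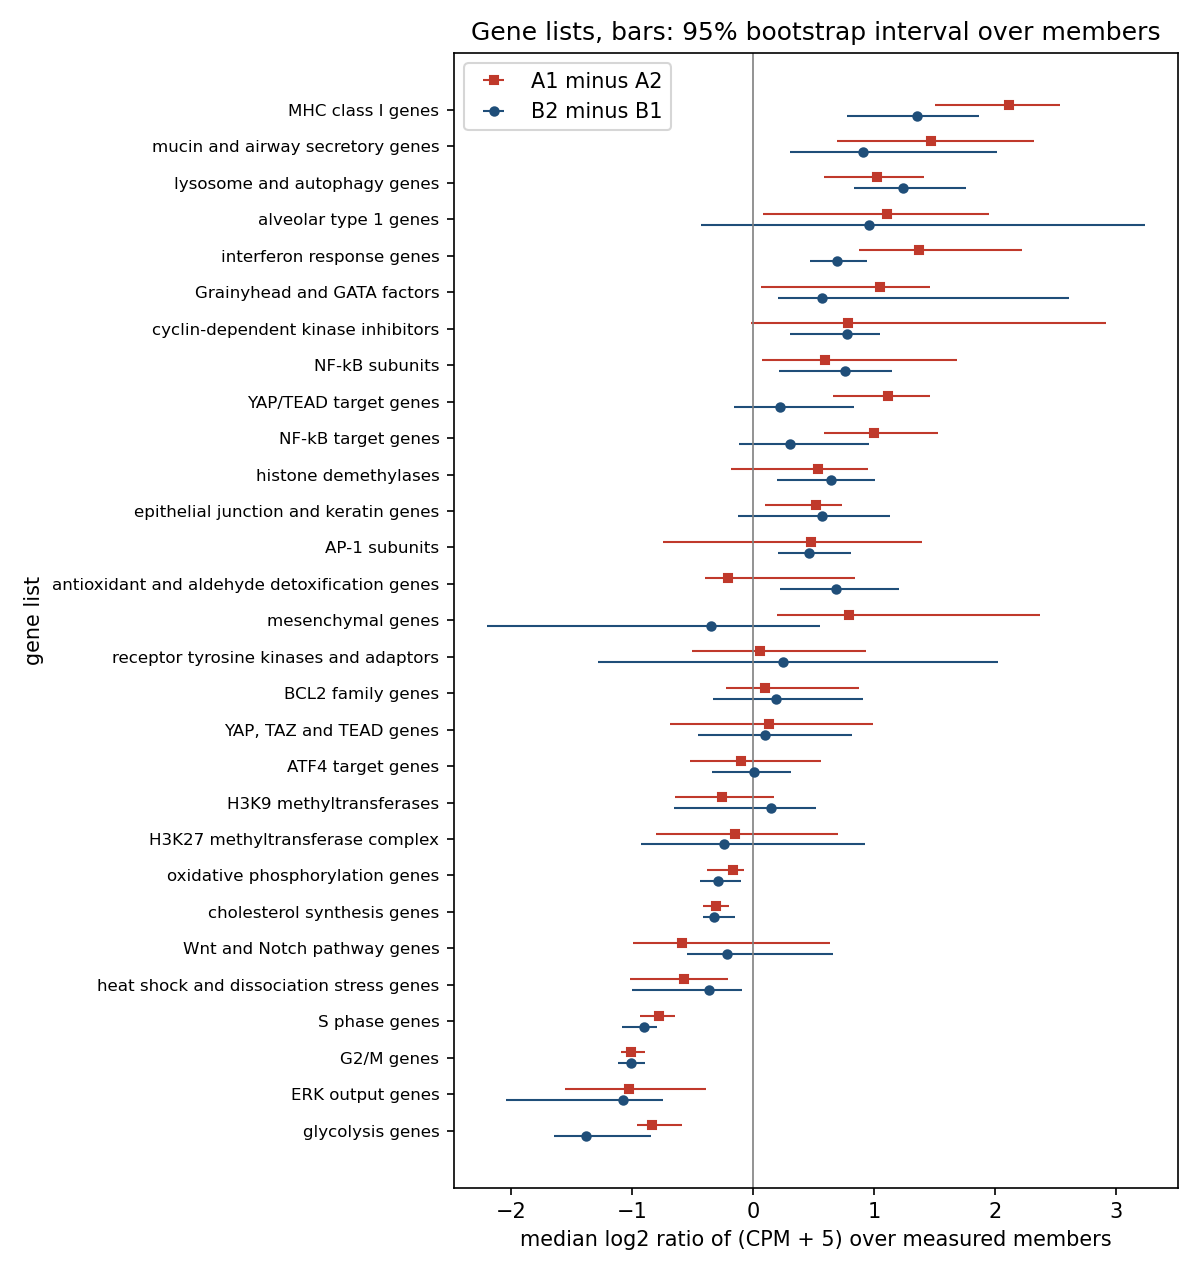
Median log2 ratio of (CPM + 5) over the measured members of each gene list, for A1 minus A2 (red squares) and B2 minus B1 (blue circles), with bars for the 95% bootstrap interval over members. G2/M, S phase, ERK output and glycolysis genes lie below 0 in both, at -0.83 and -1.38 for glycolysis, and MHC class I genes lie above 0 in both, at 2.12 and 1.36.

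Set side by side, the contrasts shared part of their ratios across genes. Over 9884 genes measured in both, the log2 ratios of A1 minus A2 and B2 minus B1 had a Pearson correlation of 0.58 and a Spearman correlation of 0.62 across genes, which are not independent replicates. By size alone, 816 of these genes were higher by 2-fold or more in A1 and 1012 in B2, and 361 and 368 were lower. Of them 385 were higher in both, where independence of the contrasts would give 83.5. In the same way 145 were lower in both, where independence would give 13.4. In turn, 18 were higher in A1 and lower in B2 by that size, and 2 the other way. These are counts of ratios by size in 1 sample, not of genes that passed a test, and the sign of the correlation follows from the choice to put the shallower block first in each pair. ERK output genes (-1.02 and -1.07), G2/M genes (-1.01 and -1.01) and lysosome genes (1.02 and 1.24) kept the same direction in both contrasts under every alternative that gave values, with G2/M in B2 minus B1 from -2.79 to -0.56, and sameness in size was not tested. YAP/TEAD targets had medians of 1.12 and 0.22 and NF-kB targets of 1.00 and 0.31, and the difference between the contrasts was not tested.

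The share of cycling cells was compared through cell cycle scores and marker levels, since free RNA in droplets adds to such scores and was not removed. After each cell was thinned to 5000 UMIs, 25.7% (24.1 to 27.3) of A1 cells and 94.7% (93.5 to 95.7) of A2 cells had an S or G2/M score above 0, against 83.3% (81.4 to 85.2) in B1 and 14.7% (12.8 to 16.7) in B2. The thinning left out 17 shallower cells in A1, 4 in A2, 4 in B1 and 17 in B2, and without it the shares were 26.2%, 96.4%, 84.7% and 14.7%. Of the 6 fixed markers, MKI67, CDK1 and CENPF ordered the blocks as the shares do, with MKI67 at 72.6 CPM in A1, 219 CPM in A2, 106 CPM in B1 and 47.2 CPM in B2, but TOP2A, UBE2C and BIRC5 did not, with the topoisomerase gene TOP2A at 192, 427, 564 and 264 CPM, so the shares are read within pairs only. TOP2A and MKI67 went with the scores in the clusters of A1. Fixed markers such as MKI67 and UBE2C are on the G2/M list, so marker levels and scores are not independent evidence. In cycling-like A1 cluster 6, which had all 6 fixed markers of cycling cells, TOP2A stood at 1088 CPM and MKI67 at 355 CPM, against 4.80 and 1.71 CPM in A1 cluster 1, where 0% (0 to 0.824) of cells had a score above 0. The ERK target DUSP6 was also low in the cycling-like clusters of the shallower blocks, at 2.32 CPM (1.63 to 3.19) in A1 cluster 2 and 2.60 CPM (1.81 to 3.62) in A1 cluster 6, where 86.1% and 98.96% of cells had a score above 0. A1 cluster 10, with 69.9% of cells scored above 0, had 23.97 CPM. B2 cluster 5 was also cycling-like, with 99.4% of cells scored above 0, TOP2A at 1191 CPM and DUSP6 at 4.97 CPM (3.27 to 7.23). In A2 no cluster had DUSP6 below 38.4 CPM. ETV5, also on the ERK output list, stood at 8.64 CPM in A1 cluster 2 and 7.21 CPM in A1 cluster 6. ETV5 had 1.20 CPM in A1 cluster 1, 10.4 CPM in A1 cluster 5 and 29.4 CPM in A2. DUSP6 stood at 1.71 CPM (1.05 to 2.65) in A1 cluster 1 and 4.29 CPM (3.23 to 5.58) in A1 cluster 5. Of these A1 clusters, both genes were thus lowest in cluster 1 and highest in cluster 5. The DUSP6 intervals of clusters 2 and 6 overlap that of cluster 1.

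**Figure D2:**
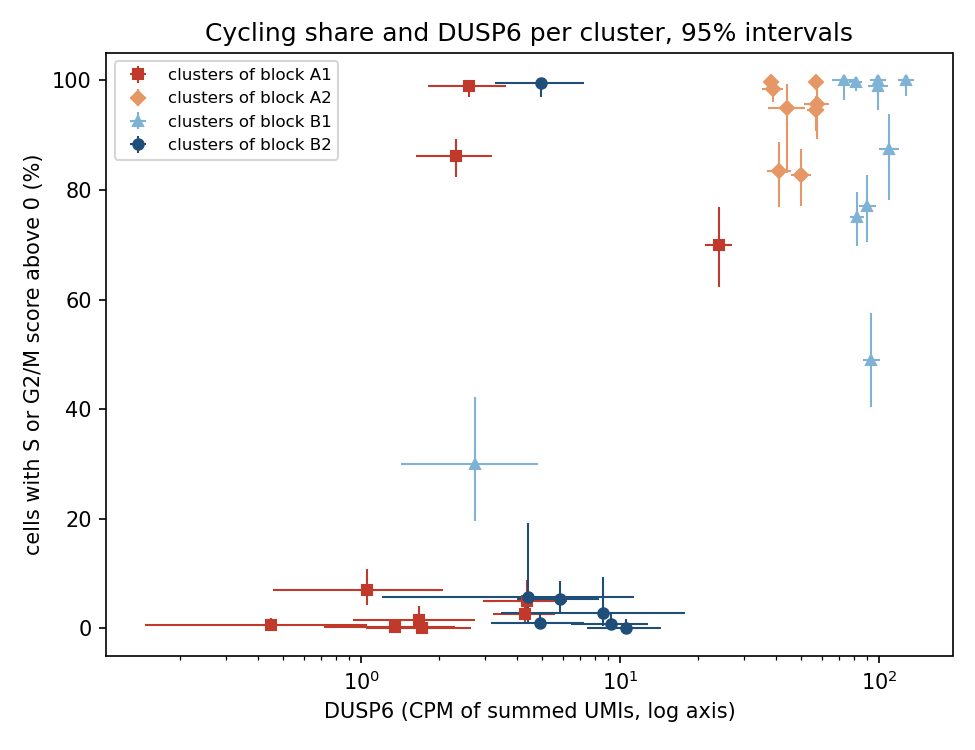
Percent of cells with an S or G2/M score above 0 against DUSP6 in CPM (log axis) for each cluster of the 4 blocks, with 95% binomial and Poisson intervals. A1 clusters 2 and 6 and B2 cluster 5 lie at the top left, with shares of 86.1%, 98.96% and 99.4% beside DUSP6 at 2.32, 2.60 and 4.97 CPM.

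The share of cells with a HOPX or NKX2-1 UMI was read against the A2 block, which had the lowest shares. That block held cluster 8, 40 cells with a median of 82691.5 UMIs and higher levels of A1 genes such as FN1 and HLA-B, in which mixed barcodes are not excluded and HOPX was found in 22.5% of cells without thinning, but in 0% (0 to 8.81) at 5000 UMIs. At 5000 UMIs per cell, HOPX was found in 51.1% (48.4 to 53.8) of B2 cells, 4.03% (3.11 to 5.14) of B1 cells, 2.62% (2.08 to 3.25) of A1 cells and 0.237% (0.0647 to 0.607) of A2 cells. NKX2-1 was found in 62.9% (60.3 to 65.5) of B2 cells and 28.6% (26.3 to 30.9) of B1 cells, against 0.752% (0.478 to 1.13) in A1 and 0.356% (0.131 to 0.773) in A2. Before thinning, these cells had medians of 15307 UMIs in B2, 44903 in B1, 31602 in A1 and 53525 in A2. Without thinning, HOPX was found in 76.3% of B2, 28.4% of B1, 11.03% of A1 and 3.20% of A2 cells, and NKX2-1 in 88.3%, 85.1%, 5.53% and 4.20%. Within B2, HOPX was found in 47.9% (44.5 to 51.3) of cells with an NKX2-1 UMI and 56.7% (52.2 to 61.0) of cells without it after thinning, but in 76.7% and 73.3% without thinning, so no order between these cells is read from the shares.

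Within B2, the clusters differed in which of HOPX and NKX2-1 was higher. B2 cluster 1, of 312 cells, had HOPX at 445 CPM (427 to 464) and NKX2-1 at 131 CPM (122 to 142). In B2 cluster 2, of 283 cells, HOPX stood at 151 CPM (139 to 164) and NKX2-1 at 323 CPM (305 to 341), and in the 76 cells of B2 cluster 6 at 66.5 CPM (49.98 to 86.8) and 331 CPM (293 to 373). Cluster 1 was picked out as the highest in HOPX, so its HOPX level is no independent finding, and the genes named with it were chosen after its values were seen. Against the rest of B2, it had log2 ratios of -0.86 for NKX2-1, 3.52 for SLPI, an airway protease inhibitor, 1.65 for the mucin gene MUC1 and -1.54 for the filament gene VIM. With cell cycle scores regressed out, the B2 cluster highest in HOPX had ratios of -1.59 for NKX2-1 and 2.35 for HOPX (1.57 before). CLIC5 was lower in cluster 1, at 30.1 CPM against 59.1 CPM, so HOPX and CLIC5 did not share a direction. The alveolar type 1 list as a whole was not compared there. The NF-kB subunit gene REL stood at 65.4 CPM in cluster 1 and 32.0 CPM in the rest. TEAD3 and EZH1 were also higher in cluster 1, at 22.5 against 14.1 CPM and 23.1 against 12.7 CPM. SFTPC and SFTPB, the surfactant genes of alveolar type 2 cells, were at or below 1.80 CPM in each B2 cluster.

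**Figure D3:**
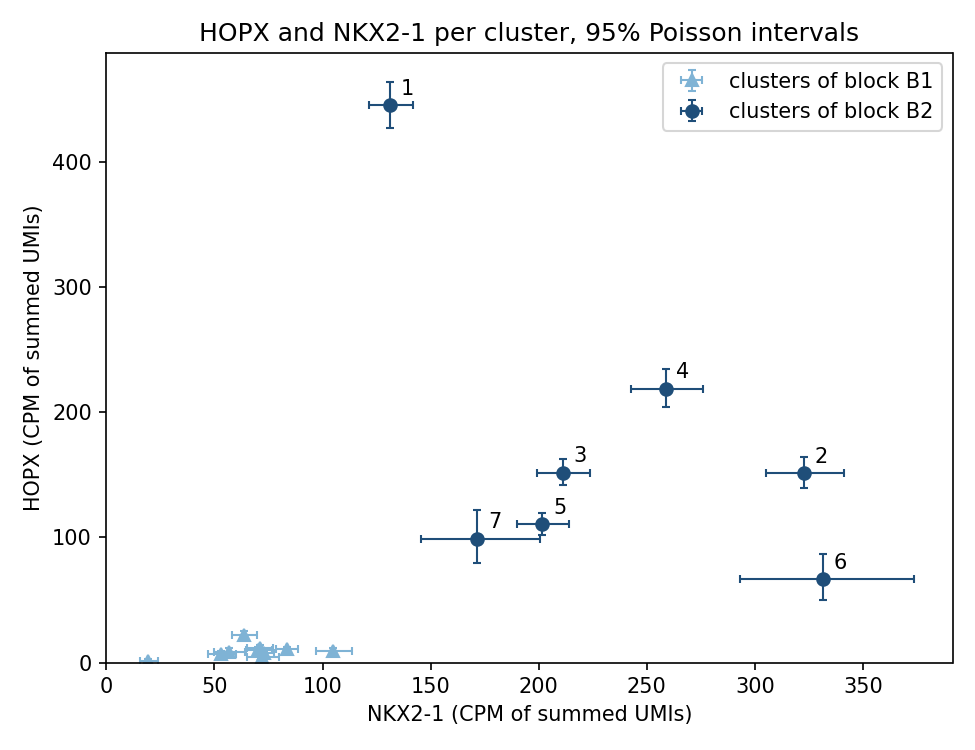
HOPX against NKX2-1, both in CPM of summed UMIs, for each cluster of blocks B1 (triangles) and B2 (circles, with cluster numbers), with 95% Poisson intervals. B2 cluster 1 lies highest on the HOPX axis, at 445 CPM, and clusters 2 and 6 farthest along the NKX2-1 axis, at 323 and 331 CPM.

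Clusters within A1 and B1 set apart further programmes. A1 cluster 5, of 306 cells, had the YAP target ANKRD1 at 592 CPM and FN1 at 2207 CPM, against 65.6 and 628 CPM in the rest of A1. In A1 cluster 1 ANKRD1 stood at 1.11 CPM. HOPX in A1 was highest in cluster 3, at 13.1 CPM (11.1 to 15.5), which was also the A1 cluster highest in CLIC5, at 24.4 CPM, with a like HOPX level of 12.7 CPM (10.7 to 14.97) in cluster 10, the cluster with genes of the B pair. B1 cluster 4, of 141 cells, had the interferon-induced gene ISG15 at 911 CPM, against 279 CPM in the rest of B1, and IFIT3 at 52.1 against 8.65 CPM. The 70 cells of B1 cluster 10 had the mesenchymal genes SPARC and TAGLN at 741 and 417 CPM, against 3.54 and 1.06 CPM in the rest of B1. DUSP6 stood at 2.76 CPM (1.43 to 4.83) in that cluster and NKX2-1 at 19.4 CPM (15.4 to 23.96), both the lowest of any B1 cluster.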

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

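All tests in this part were chosen after the results they bear on were seen. Among the barcodes left out of the comparisons, 575 carried genes of both pairs of blocks, with a median of 61193 UMIs. A further signal outside the comparisons came from the 208 barcodes beyond the limits on genes and mitochondrial share (median 1588.5 UMIs), of which 23 had a HOPX or NKX2-1 UMI.

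Block A1 held cycling-like clusters with low DUSP6, at 2.45 CPM in the 687 cells of clusters 2 and 6, 2.13 CPM in the non-cycling A1 clusters and 48.2 CPM in A2. Other ERK output genes were higher in the cycling A1 cells than in the non-cycling ones, with ETV4 at 8.80 against 3.79 CPM and PHLDA1 at 24.98 against 12.4 CPM, but below the 50.1 and 125 CPM of A2. Barcodes that join a cycling A2 cell to a non-cycling A1 cell could give such a cluster. They would put genes specific to A2 at a position of 0.25 or more between the non-cycling A1 clusters (0) and A2 (1), and the median position was 0.0673 over 45 genes (quartiles 0.0174 and 0.163), which argues against them. A1 cluster 10, with 69.9% of cells scored above 0 and DUSP6 at 23.97 CPM, lies outside this test and mixed barcodes are left open for it, and no biological explanation was tested, since no block has a label.

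HOPX in block A1 lay above its level in A2, and free RNA or mixed barcodes from the B blocks could bring it. They would bring NKX2-1 too, so the ratio of the HOPX excess to the NKX2-1 excess would be no higher than in the B2 cluster with the highest ratio, 3.39. Over all A1 cells the ratio was 3.36 (2.66 to 4.44), which that bound does not exclude. Free RNA pooled from all cells of B2 or B1 would bring less HOPX than NKX2-1. HOPX stood at 207 CPM in B2 and 9.72 CPM in B1, and NKX2-1 at 219.5 and 70.2 CPM. The A1 ratio argues against such pooled RNA as the whole source. Free RNA of the shared run would also reach A2, whichever cells it came from. Without thinning, HOPX was found in 11.03% (9.94 to 12.2) of A1 cells and 3.20% (2.41 to 4.15) of the deeper A2 cells. These shares argue against free RNA as the whole source for the block, if droplets took up like amounts of it, which was not tested. A1 clusters 2 and 9, at 3.51% and 4.89%, lay near A2 and are not covered. Mixed barcodes are left open for the block as a whole. A test without the A1 cluster of high UMI counts was added because the bound did not decide for the whole block. The ratio was then 6.98 (4.50 to 14.4) with HOPX at 4.54 CPM, which argues against free RNA as the whole source for the other A1 cells. The cluster left out held 60 of the 170 A1 cells with an NKX2-1 UMI, which raises the ratio. A2 also kept its own cluster of high UMI counts, so mixed barcodes are left open. A source of HOPX UMIs within A1 remains a hypothesis.

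Cells of B2 held fewer UMIs than cells of B1, with medians of 15075.5 and 44854. The test of damage bears on B2 and B1 alone, and the higher mitochondrial share of A2 (7.71% against 3.15% in A1) was not tested. Damaged cells that lost cytoplasmic RNA would have a mitochondrial share at least 1.5 times as high, if undamaged cells of both blocks had equal shares. The ratio of the median shares was 1.08. Whether undamaged shares were equal was not tested, and those of A1 and A2 differed. A smaller share of cycling cells could lower the median, yet among cells with scores at or below 0 the B1 median (37393.5 UMIs) was still 2.66 times that of B2 (14031.5 UMIs). The ratio of shares argues against damage as the whole cause only if undamaged shares were equal. The ratio of UMIs argues against a smaller share of cycling cells as the whole cause. Smaller cells, less RNA per cell and a difference in capture were not told apart.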

How the results depend on the processing

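The alternatives on scaling, gene and cell filters, weighting, thinning and clustering within blocks were planned, while those on Scrublet calls, mixed barcodes, the clustering into blocks and clusters of high UMI counts were added after the data were seen, and a value outside the interval of its first estimate is called moved. No leading value changed sign. With TMM factors the G2/M median was -1.25 in A1 minus A2 (-1.01 before) and -1.37 in B2 minus B1 (-1.01 before), the glycolysis median -1.10 (-0.83 before) and -1.77 (-1.38 before), and in B2 minus B1 the ratio of HOPX 3.46 (3.85 before) and of NKX2-1 1.19 (1.58 before). The G2/M median of A1 minus A2 was -1.13 with a total without mitochondrial and ribosomal protein genes, -1.12 with a pseudocount of 1, -1.17 with means of CPM per cell and -1.18 after thinning to 5000 UMIs. That of B2 minus B1 was -1.38 with means per cell, -1.33 after thinning, -0.56 in cells with scores at or below 0 and -2.79 without clusters of high UMI counts. HOPX in B2 minus B1 was 4.28 with a pseudocount of 1, 3.70 in cells with scores at or below 0, 4.05 after thinning, 3.65 with Scrublet calls kept at coarse resolution 0.1 and 4.02 without clusters of high UMI counts, and NKX2-1 was 1.64 in cells with scores at or below 0 and 1.68 after thinning. The correlation of the contrasts (0.58 before) was 0.48 without a filter on low genes, 0.63 from 20 CPM, 0.61 with means per cell, 0.45 in cells with scores at or below 0, 0.60 after thinning, 0.55 with mixed barcodes kept, 0.61 with cell cycle scores regressed out at coarse resolution 0.1 and 0.60 without clusters of high UMI counts. At 2500 UMIs and without thinning, the cycling share of A2 was 91.8% and 96.4% (94.7% before), the share of cells with HOPX 2.27% and 28.4% in B1 (4.03% before) and 33.7% and 76.3% in B2 (51.1% before), and with NKX2-1 17.2% and 85.1% in B1 (28.6% before) and 40.9% and 88.3% in B2 (62.9% before). Resolution 0.4 gave 6 clusters in A1, 4 in A2 and 4 in B2. In the B2 cluster highest in HOPX, HOPX against the rest was 1.45 with listed genes kept and 2.35 with cell cycle scores regressed out (1.57 before), where NKX2-1 was -1.59 (-0.86 before). Of values with a size of at least 1, the ratio of HMOX1 in B2 minus B1 was reversed to -0.038 (1.45 before) in cells with scores at or below 0, and the alveolar type 2 median in A1 minus A2 to 0.021 (-1.34 before) without a filter on low genes. Counting smaller values, 77 values of 39 results changed sign, 2 of them those just given. Of the leading values 45 were moved and 193 the same, and of the others 1612 were moved and 3772 the same. The division into 4 blocks did not hold at coarse resolution 0.02 with Scrublet calls kept (2 blocks), with cell cycle scores regressed out (2 blocks) or without limits on cells (3 blocks), nor for tree arms of finer clusters, so these gave no values, and neither did cells without limits at coarse resolution 0.1 or the planned rule on hashtag shares. The cause of these differences was not tested.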

Other observations

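The other stress, metabolic and regulatory lists had medians below 1 in size. In the order A1 minus A2 and B2 minus B1, the median log2 ratios were -0.16 and -0.29 for oxidative phosphorylation genes, -0.10 and 0.01 for ATF4 targets, 0.10 and 0.19 for BCL2 family genes, 0.06 and 0.25 for receptor tyrosine kinases and their adaptors, 0.13 and 0.10 for YAP, TAZ and TEAD genes, -0.26 and 0.15 for H3K9 methyltransferases and -0.15 and -0.24 for the H3K27 methyltransferase complex. Cholesterol synthesis genes had medians of -0.31 and -0.32, at percentiles 3.77 and 0.05 of random lists. The medians were 0.54 and 0.65 for histone demethylases, 0.48 and 0.47 for AP-1 subunits, 0.60 and 0.76 for NF-kB subunits, 0.79 and 0.78 for cyclin-dependent kinase inhibitors, -0.57 and -0.37 for heat shock genes and -0.59 and -0.22 for Wnt and Notch genes. Over the alternatives the medians ran from -0.63 to -0.24 and -0.62 to -0.31 for cholesterol synthesis, -0.42 to -0.16 and -0.67 to -0.28 for oxidative phosphorylation, 0.24 to 0.64 and 0.27 to 0.93 for histone demethylases, 0.13 to 0.53 and 0.08 to 0.56 for AP-1 subunits, 0.41 to 0.80 and 0.50 to 1.14 for NF-kB subunits and 0.53 to 0.99 and 0.54 to 1.11 for cyclin-dependent kinase inhibitors, and that of heat shock genes in B2 minus B1 from -0.74 to -0.06. The direction turned in at least 1 contrast for ATF4 targets, BCL2 family genes, receptor tyrosine kinases, YAP, TAZ and TEAD genes, the methyltransferase lists and Wnt and Notch genes.

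Lists of lineage were measured in part. Epithelial junction and keratin genes had medians of 0.52 and 0.57 in the same order, mesenchymal genes of 0.79 and -0.35, basal and squamous genes of 0.47 and -0.83 and ciliated cell genes of 0.62 and 0.21. Over the alternatives the epithelial medians ran from 0.28 to 0.57 and 0.19 to 0.88 and the mesenchymal ones from 0.20 to 1.16 and -1.11 to -0.16. The basal and squamous medians ran from -1.04 to 1.31 and from -1.23 to 0.00, and the ciliated ones from -0.29 to 0.89 and from -0.40 to 0.44, so no direction is read from them. In B2 minus B1 the lower mesenchymal genes SPARC and TAGLN came from the 70 cells of B1 cluster 10. In B2 minus B1 alone, the medians were 0.96 for alveolar type 1 genes, 0.91 for mucin and airway genes, 0.57 for Grainyhead and GATA factors and 1.85 over 3 measured complement and acute phase genes, with 0.09 to 1.09, 0.38 to 1.38, 0.34 to 2.23 and 0.03 to 1.97 in that order over the alternatives. For alveolar type 1 genes in B2 minus B1 the bootstrap interval over members was -0.43 to 3.24, which takes in both signs. Alveolar type 2 genes had medians of -1.34 and -0.01 over 2 and 5 measured genes of 17, and their direction turned over the alternatives. Of the 10 MHC class II genes 1 was measured in each contrast, with 1.49 and 0.83 and alternatives from 0.02 to 2.94 and 0.03 to 1.57. Leukocyte genes had a median of -0.59 (-0.92 to 0.00 over the alternatives) over 2 measured genes in A1 minus A2 and 0 measured genes in B2 minus B1. Neuroendocrine genes had 0 measured genes in A1 minus A2 and 1, at 0.31 (0.02 to 0.56 over the alternatives), in B2 minus B1, and fibroblast and endothelial genes 0 measured genes and a median of -0.70 over 3, which ran from -2.23 to 1.93 over the alternatives. COL3A1, 1 of these, was at 109.9 CPM in B1 cluster 10 and 0.0990 CPM in the rest of B1. The differences between the contrasts were not tested.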
